A study of Homo sapiens with 9 samples. Its data were reported in "The metabolic enzyme hexokinase 2 localizes to the nucleus in AML and normal haematopoietic stem and progenitor cells to maintain stemness" (2022).

How the data were processed

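Hexokinase 2 (HK2), the enzyme that phosphorylates glucose in glycolysis, was immunoprecipitated from NB4 cells with an anti-HK2 antibody, and the recovered DNA was sequenced (ChIP–seq). NB4 is an established cell line from acute promyelocytic leukaemia, a form of acute myeloid leukaemia. The cells carried an empty vector (EV) or HK2 fused to a nuclear localizing signal, either that of c-Myc (NLS1–HK2) or that of SV40 (NLS2–HK2). Each of the 3 groups had 3 replicate libraries, 9 in all, and groups and replicate numbers were taken from the sample titles. The lists themselves carry PAA for NLS1–HK2, which matches the start of the c-Myc signal sequence given in the study, and NES for NLS2–HK2. NES is commonly short for nuclear export signal, which would be the opposite of a nuclear localizing signal. The sample titles and source names were followed, so the identity of the NLS2–HK2 group rests on those labels.

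Per the labels and the methods of the study, the authors trimmed adaptors, removed short and low-quality reads, aligned the rest to hg38 with Bowtie2, kept primary alignments, removed duplicates with picard and called peaks with MACS2. One peak list per library was deposited, and the lists were not pooled. The methods name broad peaks with a q-value below 0.05, whereas the deposited lists were in the narrow-peak format and reached down to a p-value of 0.01. The fold enrichment deposited by the authors is the ratio of the read pileup at the summit to the background of the same library. The −log10 p-value and −log10 q-value deposited by the authors come from a Poisson test of that pileup against the background within the library. The display score deposited by the authors is a capped score derived by the peak caller and was not used. The summit offset deposited by the authors gives the position of the highest pileup in bp from the start of the peak. Fold and p are the authors' values for single peaks, so they were used to describe, rank or filter peaks within a library and were not compared across libraries as signal.

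A peak region was a deposited peak with a q-value below 0.05. No peak overlapped another peak of the same library, and each list held 23 sequences, chromosomes 1 to 22 and X, so merging peaks within a library or restricting chromosomes left the lists as they were. Regions of different libraries were merged where they shared at least 1 bp. A region was common to a group when the merged region held a peak of each of its 3 libraries. To separate overlap from the number of peaks, the 68158 regions with the highest −log10 p were also kept in each library, 68158 being the number in the smallest library. Gained regions had a peak in every HK2 library compared and in none of the EV libraries. The base-pair Jaccard index (shared length over combined length) was computed for the 36 pairs of libraries. Chance overlap came from 100 draws in which each region was placed at random on its own chromosome, and from 100 draws in which each region was shifted by 10 to 50 kb. For the Jaccard index, 10 draws of each kind were used.

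The reads behind a peak were recovered from its fold and p. MACS2 takes fold as pileup plus 1 over background plus 1, and p as the Poisson tail of the pileup. Over 5000 sampled peak regions per library, 100% were matched by a whole number of reads within a tolerance of 0.005 in −log10 p. The backgrounds more than 2% above the genome-wide level were whole steps of 1 fragment per 10 kb in 100% of those sampled from each library, against 10% by chance, so no input control shows in the values. Fragment length was read as the smallest peak width, since MACS2 reports no narrower peak. It is the length used in peak calling and was not measured. The study describes shearing chromatin to longer fragments than these. The total reads of a library were estimated from the genome-wide background, the fragment length and an assumed mappable genome of 2.7 Gb, and the estimate scales with that assumption. Intervals on shares of regions are 95% Wilson intervals and cover counting error only.

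The hg38 sequence and GENCODE release 44 were used for annotation. Peak ends lay within the chromosome lengths of hg38. A region was at a promoter when its summit lay within 1 kb of the 5′ end of an annotated gene. For common regions, single genes and gene lists, any part of a region within 1 kb of the 5′ end counted. The E-box hexamer CACGTG was searched in the summit and 100 bp either side. The share of windows with it was divided by that in as many random windows outside all deposited peaks, matched on G+C in steps of 5 percentage points from 2032217 windows. As controls, 7 other palindromic hexamers of the same base composition were counted the same way. The 2032217 windows outside all deposited peaks also served as the random windows for promoter share, G+C and its tertiles. For 5 gene lists (DNA-damage response, mitotic cell cycle, stem cell differentiation, ribosomal proteins and tissue-restricted genes), protein-coding genes with a common region at the promoter were counted against all other protein-coding genes. Every listed gene was found in the annotation. A gene ontology analysis and the sequenced reads were not analysed here. Repeated sequence was measured as the share of 31-mers that occur more than once in the reference.

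Group means were compared with exact two-sided permutation tests. With 3 against 3 libraries, such a test cannot give a p-value below 0.1. Benjamini–Hochberg (BH) adjustment covered the 3 pairwise comparisons of peak number, the 9 libraries for the E-box, the 15 tests of gene lists, the 3 relations across chromosomes and the 23 tests of density by chromosome. Fisher's exact tests were two-sided, and correlations were tested with 100000 permutations. The group comparisons and their tests, the gene lists, the rule for named items and all alternatives but a pair were fixed before the data were examined. That pair, a weighted motif background and the shifted placement, was chosen after seeing the data, as were the recovery of reads, the split by fragment length, the placement of regions at random beyond the planned expectation for shared common regions, and the analyses of G+C, repeated sequence and chromosomes.

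The named items included HK2, the DNA-repair genes XRCC2, XRCC3, XRCC4, XRCC5, XRCC6 and PRKDC, the genes TP53BP1 and H2AX, MAX, and up to 5 regions each with the highest mean within-library rank among those called in all 9 libraries and among those called in all 6 HK2 and no EV library. Alternatives were a q-value below 0.01, all deposited peaks, equal numbers of regions or a smaller equal number, ranking by fold, an overlap of at least 50% of the shorter region, other windows around the summit or 5′ end, protein-coding genes only, matching on promoters, control hexamers, gene lists at a region of any replicate, replicate number as a block, and leaving out each library. Functions were tested on simulated data. In 9 simulated lists, 200 of 200 planted common regions were found, a simulated motif ratio of 1.5 was returned as 1.51, and the reads behind 100% of 2000 simulated peaks were recovered. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.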

Results

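The data are anti-HK2 ChIP–seq peak lists from the leukaemia cell line NB4. There were 3 libraries from cells with the empty vector, 3 from cells with NLS1–HK2 and 3 from cells with NLS2–HK2. The EV cells contain their own HK2 and served as the background for both tagged forms. The deposited lists held 124226, 163137 and 143426 peaks for EV replicates 1 to 3, 163809, 247722 and 250815 for NLS1–HK2, and 143530, 211869 and 163898 for NLS2–HK2.

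Depth was recovered from the authors' fold and p. The median peak region had 10 to 13 reads at its summit, over a median background of 2.05 to 3.06 reads. The median fold enrichment lay between 3.15 and 3.58 in every library, and the median width between 169 and 221 bp. Estimated totals, in M reads (mega), were 27.6, 43.5 and 40.2 for EV, 33.0, 45.8 and 33.3 for NLS1–HK2, and 38.3, 41.7 and 43.9 for NLS2–HK2. Fragment lengths, as used in peak calling and not measured, fell into separate classes. All 3 EV libraries, NLS1–HK2 replicate 1 and NLS2–HK2 replicate 1 had fragments of 170 to 185 bp, and the other 4 HK2 libraries had fragments of 135 to 150 bp.

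The first comparison asked whether cells with nuclear HK2 gave more peaks than EV cells. With a q-value below 0.05, EV libraries held 74018 ± 9613 peak regions (SD, n = 3), NLS1–HK2 libraries 129105 ± 74545 (SD, n = 3) and NLS2–HK2 libraries 84222 ± 16032 (SD, n = 3). The NLS1–HK2 mean was 1.74 times the EV mean, a difference smaller than the spread between NLS1–HK2 replicates (exact two-sided permutation test, p = 0.2, BH 0.6 over 3 comparisons). The ratio was 1.14 for NLS2–HK2 against EV (exact permutation p = 0.5, BH 0.7) and 1.53 for NLS1–HK2 against NLS2–HK2 (exact permutation p = 0.7, BH 0.7). The smallest p these tests can give is 0.1. Taking both forms as 1 group of 6 libraries, the mean was 106664 ± 54129 (SD, n = 6) and the ratio to EV 1.44 (exact permutation over 84 splits, p = 0.440). A stricter q-value of 0.01 moved the ratio for NLS1–HK2 most, to 2.99 (exact permutation p = 0.2). With all deposited peaks, every NLS1–HK2 library (lowest 163809) exceeded every EV library (highest 163137), a ratio of 1.54 with the smallest p the test can give (exact permutation p = 0.1). The ratio was then 1.21 for NLS2–HK2 against EV (exact permutation p = 0.2) and 1.37 for both forms (exact permutation over 84 splits, p = 0.0714).

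NLS1–HK2 replicate 3 held 213858 peak regions, against 68158 to 102732 in the other 8 libraries. Without it, the ratio to EV was 1.17 for NLS1–HK2 (exact permutation p = 0.5) and 1.15 for both forms (exact permutation p = 0.286), and NLS1–HK2 held 1.03 times the NLS2–HK2 mean (exact permutation p = 1). Peak number also differed by fragment length. The 4 libraries with shorter fragments held 122894 ± 61882 regions (SD, n = 4) and the 5 with longer fragments 74092 ± 6808 (SD, n = 5), a ratio of 1.66 (exact two-sided permutation over 126 splits, p = 0.0159). Without NLS1–HK2 replicate 3 that ratio was 1.25 (exact permutation p = 0.0357). Among libraries with longer fragments, the 3 EV libraries held 74018 ± 9613 regions and the 2 HK2 libraries 74202, a ratio of 1.00 (exact permutation over 10 splits, p = 1). With all deposited peaks the ratio in this class was 1.07 (exact permutation over 10 splits, p = 0.4). No EV library had shorter fragments, so the groups could not be compared in that class, and each tagged form had 1 library with longer fragments.

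**Figure D1:**
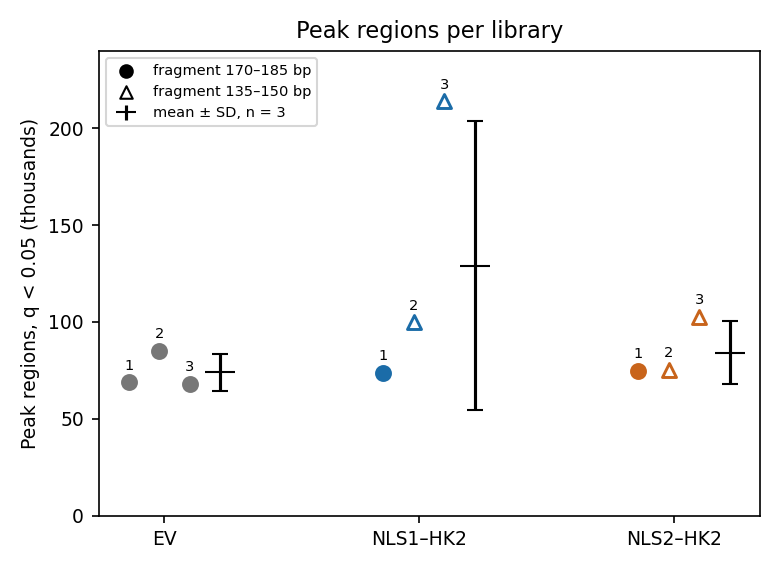
Peak regions with a q-value below 0.05 per library, by group, with marker shape for the fragment-length class, replicate numbers above the points, and the mean ± SD of each group (n = 3). NLS1–HK2 replicate 3 stands at 213858 regions and the other 8 libraries lie between 68158 and 102732.

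The study counted peaks shared by the replicates of a group, so the same was done with these lists. EV had 152 regions common to its 3 replicates, NLS1–HK2 357 and NLS2–HK2 207, or 2.35 and 1.36 times the EV number. These were 0.223% of the peak regions of the smallest EV library (95% Wilson interval 0.190 to 0.261%), 0.484% for NLS1–HK2 (0.437 to 0.537%) and 0.277% for NLS2–HK2 (0.242 to 0.317%). With all 3 replicates kept, the threshold moved the counts most, to 29, 44 and 37 with a q-value below 0.01 and to 593, 1347 and 858 with all deposited peaks. With 68158 regions in each library, the counts were 138, 137 and 136, and the ratios to EV were 0.993 and 0.986. NLS1–HK2 replicates 1 and 2 shared 1949 regions without replicate 3, whereas the pairs with replicate 3 shared 4312 and 7932. Over the 84 possible triples of the 9 libraries, the number of common regions ran from 103 to 697, with a median of 200.5.

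Placement at random on the same chromosome gave 22.3 ± 5.45 common regions for EV (SD, 100 draws), 69.8 ± 7.41 for NLS1–HK2 and 26.2 ± 5.17 for NLS2–HK2. The observed counts were 6.82, 5.11 and 7.91 times these. Shifting each region by 10 to 50 kb, which keeps its neighbourhood, gave 33.3 ± 5.50, 101 ± 9.78 and 41.5 ± 5.41 common regions. The observed counts were 4.57, 3.53 and 4.99 times these, and no draw of either kind reached them. From placement at random alone, the ratio to EV would have been 3.13 for NLS1–HK2 and 1.17 for NLS2–HK2.

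**Figure D2:**
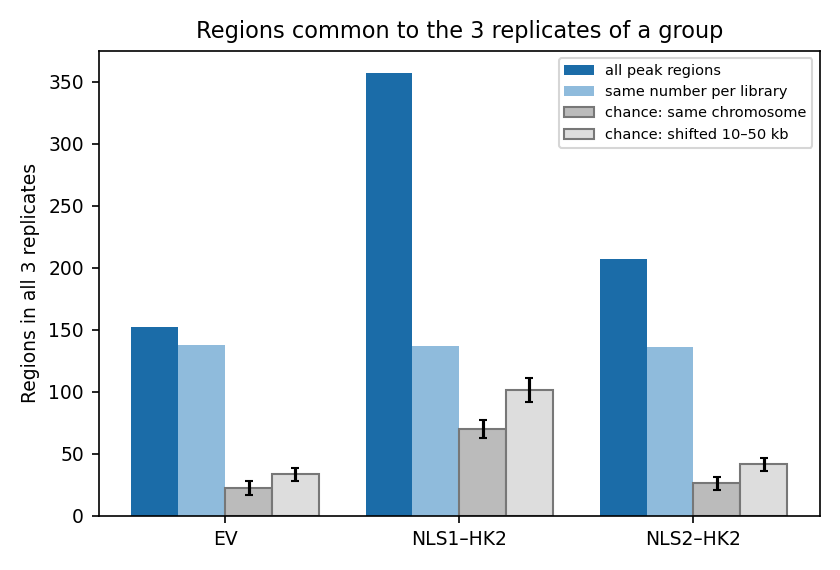
Number of regions common to the 3 replicates of each group, from all peak regions, from the same number of regions per library, and from regions placed by chance in 2 ways (mean ± SD of 100 draws). With equal numbers the groups gave 138, 137 and 136 regions.

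The next question was how far the peaks of EV and HK2 cells coincided. Of the 152 EV common regions, 35 (23%, 95% Wilson interval 17.0 to 30.3%) overlapped a common region of NLS1–HK2 and 33 (21.7%, 15.9 to 28.9%) one of NLS2–HK2. In the other direction, 36 of 357 NLS1–HK2 common regions (10.1%, 7.37 to 13.6%) and 33 of 207 NLS2–HK2 common regions (15.9%, 11.6 to 21.5%) overlapped an EV common region. Common regions placed at random gave at most 0.0263% on average for any of these shares. With a q-value below 0.01 the share of EV common regions found in NLS1–HK2 rose to 55.2%.

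The Jaccard index averaged 0.828% ± 0.262 over the 9 pairs of libraries within a group and 0.847% ± 0.262 over the 27 pairs between groups (SD over pairs). The difference was −0.0192 percentage points (exact permutation over 280 partitions of the libraries, one-sided for higher within, p = 0.736). The sign changed without EV replicate 2 (0.0195 points), NLS1–HK2 replicate 3 (0.00448 points) or NLS2–HK2 replicate 3 (0.00762 points). Among libraries with longer fragments, the 3 EV pairs averaged 0.716% and the 6 pairs of an EV and an HK2 library 0.643%, a difference of 0.0735 points that was not tested. Over all 36 pairs the mean was 0.843%, against 0.376% for placement at random and 0.460% for shifted regions. The 9 lists merged into 764284 regions, of which 681699 (89.2%) had a peak in 1 library and 26 in all 9. No draw of either kind gave a region in all 9 libraries.

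Regions gained with HK2 were those called in every HK2 library compared and in no EV library. There were 2 for both forms, and 45 regions were called in all 3 EV libraries and no HK2 library. The conditions differ in strictness, since gained regions needed a peak in 6 libraries and the reverse in 3. NLS1–HK2 gained 223 regions against EV and the reverse count was 53. Without NLS1–HK2 replicate 3 the requirement fell to 2 libraries, and the counts were 1660 and 87. NLS2–HK2 gained 114 regions and the reverse count was 77. With equal numbers of regions per library, the gained and reverse counts were 58 and 61 for NLS1–HK2, 61 and 68 for NLS2–HK2, and 0 and 54 for both forms.

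Both regions called in all 6 HK2 and no EV library had low fold. One (hg38, chromosome 10, 114411885 to 114412614) was intergenic, 7129 bp from AFAP1L2, with fold 3.17 to 4.10 across libraries. The other (chromosome 15, 89304673 to 89305435) overlapped exons of FANCI and POLG, with fold 2.88 to 4.03. Among regions called in all 9 libraries, the highest in rank (chromosome 16, 46387771 to 46388099) was intergenic, 190492 bp from the nearest coding gene SHCBP1, with fold 4.14 to 6.89. The next (chromosome 21, 8419939 to 8420776) lay in the long non-coding RNA gene ENSG00000280441 and an exon of ENSG00000286146, with fold 16.6 to 28.8. The third (chromosome 19, 47949859 to 47950491) was intergenic, 17555 bp from BSPH1, with fold 6.49 to 18.3. The fourth (chromosome 11, 94237428 to 94239144) overlapped an exon of the long non-coding RNA gene ENSG00000250519, with fold 4.42 to 6.92. The fifth (chromosome 8, 57205730 to 57206297) lay in an intron of LINC01606, with fold 5.10 to 8.72. Of the 26 regions, 17 (65.4%) had over 50% of their 31-mers repeated in the reference, against 11.7% of 300 sampled regions called in 1 library.

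Promoters were examined because the study linked HK2 peaks to genes. The summit lay within 1 kb of a gene's 5′ end for 4.89% ± 0.179 of EV peak regions (SD, n = 3), 5.10% ± 1.12 of NLS1–HK2 regions (SD, n = 3) and 5.11% ± 0.112 of NLS2–HK2 regions (SD, n = 3). The difference from EV was 0.212 percentage points for NLS1–HK2 (exact two-sided permutation test, p = 0.9) and 0.221 points for NLS2–HK2 (exact permutation p = 0.2). Without NLS1–HK2 replicate 3, whose share was 6.33%, the NLS1–HK2 difference was −0.401 points (exact permutation p = 0.3). Among libraries with longer fragments, the 2 HK2 libraries averaged 4.55% and differed from the 3 EV libraries by −0.333 points (exact permutation over 10 splits, p = 0.5). Random windows outside all deposited peaks, on the same chromosomes, gave 3.46 to 3.52%, so each library exceeded them, by 1.19 to 1.80 times. The excess over the whole genome, peaks included, may be smaller. Common regions reached a promoter in 14 of 152 cases for EV (9.21%, 95% Wilson interval 5.57 to 14.9%), 29 of 357 for NLS1–HK2 (8.12%, 5.72 to 11.4%) and 18 of 207 for NLS2–HK2 (8.70%, 5.57 to 13.3%). Here any part of the region within 1 kb counted, a wider rule than the summit rule. These shares therefore cannot be compared with those of the libraries or random windows.

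Sequence around the summits was richer in G+C than random windows outside all deposited peaks in each library, at 43.4 to 51.3% against 39.6%. Against random windows of the same G+C, the promoter share was 1.02 ± 0.0327 times (SD, n = 9 libraries) that of the windows, with 6 of 9 libraries above 1. The ratios were 1.00, 1.01 and 0.980 in EV replicates 1 to 3, 1.04, 0.964 and 0.999 in NLS1–HK2, and 1.07, 1.04 and 1.04 in NLS2–HK2. The highest G+C was that of NLS1–HK2 replicate 3. Random windows were parted into tertiles at 35.3% and 42.3% G+C. In that library 1365 peak regions fell in the lowest tertile, 13908 in the middle and 198585 (92.9%) in the highest. In the other 8 libraries 54 to 71.4% fell in the highest. Relative to the median of the other 8, NLS1–HK2 replicate 3 had 0.160 times as many regions in the lowest tertile and 3.96 times as many in the highest.

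**Figure D3:**
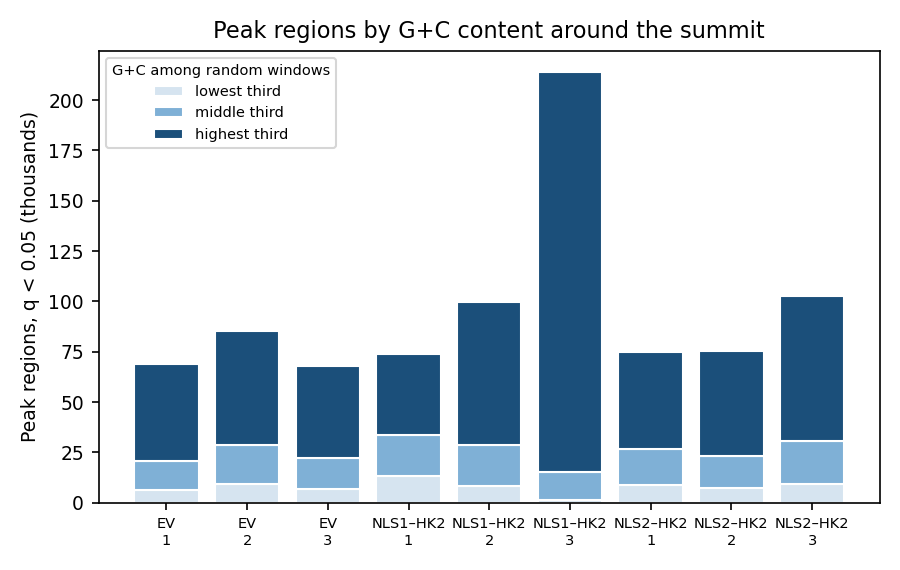
Peak regions with a q-value below 0.05 in each library, stacked by the G+C tertile of random windows into which the sequence around the summit falls. NLS1–HK2 replicate 3 had 198585 regions in the highest tertile and 1365 in the lowest.

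The study described the E-box, the site of basic helix–loop–helix factors such as MAX, in HK2 peaks. CACGTG lay within 100 bp of the summit in 2.29 to 3.35% of peak regions per library, against 2.11 to 3.15% of random windows of the same G+C. The ratio averaged 1.03 ± 0.0510 (SD, n = 9 libraries) and was above 1 in 7 of 9 libraries. It passed BH 0.05 in 3 libraries by Fisher's exact test over 9 tests. Those were EV replicate 2, with a ratio of 0.925 (exact p = 0.0107, BH 0.0471), NLS1–HK2 replicate 1, with 1.09 (exact p = 0.0157, BH 0.0471), and NLS1–HK2 replicate 3, with 1.06 (exact p = 0.000283, BH 0.00255). The ratio was 1.01 ± 0.0745 in EV, 1.04 ± 0.0599 in NLS1–HK2 and 1.04 ± 0.0175 in NLS2–HK2 (SD, n = 3 each). The difference from EV was 0.0337 for NLS1–HK2 (exact two-sided permutation p = 0.6) and 0.0274 for NLS2–HK2 (exact permutation p = 0.8), both within the spread of the EV replicates. Without EV replicate 2 the differences were −0.00798 and −0.0143. A q-value below 0.01 moved them most, to −0.0863 (exact permutation p = 0.4) and −0.0476 (exact permutation p = 0.7). Among libraries with longer fragments, the 2 HK2 libraries exceeded the 3 EV libraries by 0.0521 (exact permutation over 10 splits, p = 0.5). Of the 8 hexamers of this composition, CACGTG ranked 4 by mean ratio, after GTCGAC (1.1), GACGTC (1.09) and TGCGCA (1.08), and the other 4 were below 1.

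Short lists of genes, written by hand, stood in for the pathways named by the study. The study instead ran a gene ontology analysis (GREAT) on the peaks of single and pooled samples. The tests here covered promoters only, so they do not repeat its analysis. None of the 15 tests of a list in a group passed BH 0.05 (0 of 15), and 1 had an unadjusted p-value below 0.05. That was the DNA-damage response list in NLS1–HK2, where 1 of 76 genes had a common region at its promoter against 8 of 19886 other genes (Fisher's exact test, p = 0.0338, BH 0.506). The gene was MSH6 (ENSG00000116062, chromosome 2, 47695530 to 47810063), named after its value was seen, with the region at 47695263 to 47695599. At most 9 genes outside a list had a common region at the promoter in any group, so these tests could decide little. Counting genes with a region in any replicate, 0 of 15 tests passed and 1 had an unadjusted p-value below 0.05. That was the stem cell differentiation list in NLS2–HK2, where 24 of 65 genes (36.9%) had a region against 25.4% of other genes, an odds ratio of 1.72 (Fisher's exact test, p = 0.0444, BH 0.554).

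Single genes had few promoter peaks. XRCC2 (ENSG00000196584, chromosome 7, 152644776 to 152676193) had one in NLS1–HK2 replicates 1 and 3. H2AX (ENSG00000188486, chromosome 11, 119093874 to 119095465) had one in NLS1–HK2 replicate 3 and NLS2–HK2 replicate 1, and PRKDC (ENSG00000253729, chromosome 8, 47773111 to 47960178) in NLS1–HK2 replicate 3. XRCC5 (ENSG00000079246, chromosome 2, 216107464 to 216206303), XRCC6 (ENSG00000196419, chromosome 22, 41621163 to 41664048), TP53BP1 (ENSG00000067369, chromosome 15, 43403061 to 43510728), MAX (ENSG00000125952, chromosome 14, 65006174 to 65102695) and HK2 each had one in 1 EV library. XRCC3 (ENSG00000126215, chromosome 14, 103697609 to 103715504) and XRCC4 (ENSG00000152422, chromosome 5, 83077498 to 83353787) had none in any library. Of all 19962 protein-coding genes, 6.17 to 11.6% had a promoter peak in 8 libraries and 30.7% in NLS1–HK2 replicate 3.

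The transduced HK2 coding sequence has no introns, so vector copies would place reads on coding exons of HK2 (ENSG00000159399, chromosome 2, 74834127 to 74893359) in the HK2 libraries. The gene has 18 coding exons, which make up 4.64% of its length. Peak regions covered 1, 0 and 1 coding exons in EV replicates 1 to 3, 0, 1 and 2 in NLS1–HK2, and 6, 0 and 1 in NLS2–HK2. In NLS2–HK2 replicate 1, 5 of 6 peak regions in the gene lay on coding exons 9, 10, 11, 14 with 15, and 17, and 4 summits lay in coding exons. Their fold was 3.47 to 5.88 and their −log10 p reached 17.6. By −log10 p, those on exons 11, 17, 9, 10 and 14 with 15 ranked 10, 11, 74, 629 and 3645 in the library. In that library 4 of 20381 genes had at least 6 coding exons under peaks, HK2 included. The other 5 HK2 libraries had at most 2 HK2 coding exons under peaks, a number reached by at least 1922 genes where it was not 0.

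**Figure D4:**
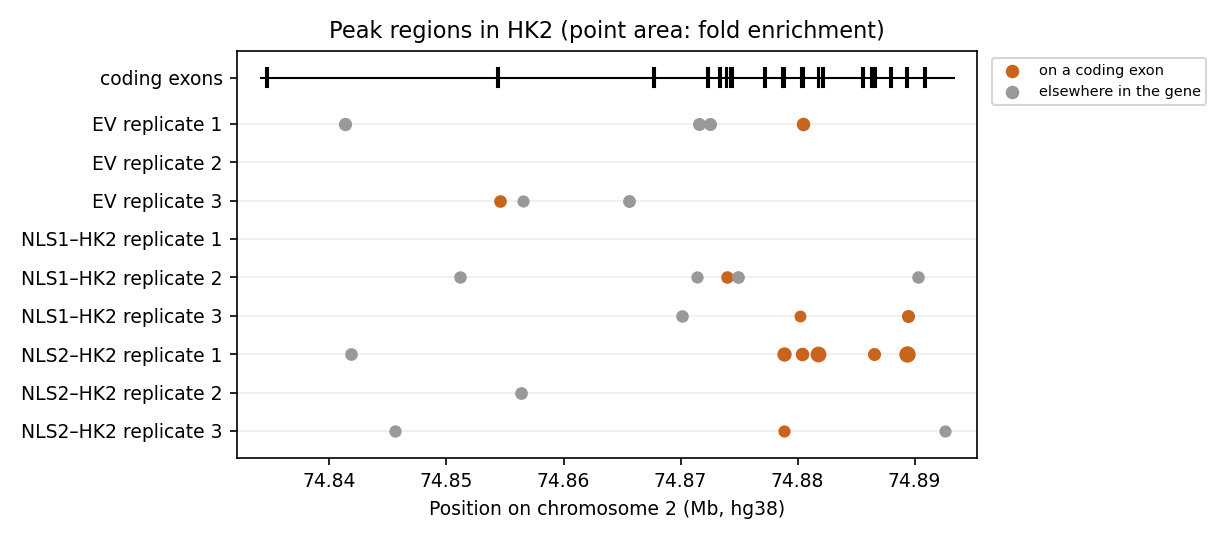
Peak regions in the HK2 gene (hg38, chromosome 2, position in Mb) in each library, with coding exons drawn at the top and point area giving the authors' fold. NLS2–HK2 replicate 1 had 5 regions on coding exons, at most 2 in any other library.

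Peak density differed between chromosomes. It was taken over the full chromosome length, unsequenced gaps included, which lowers it on chromosomes with large gaps. Relative to the genome, the mean number of peak regions per Mb over 9 libraries was 0.0948 on chromosome X, 0.594 on 21 and 0.597 on 8, and 1.55 on 20, 1.57 on 12 and 1.76 on 7. Density on X was 0.0857 in EV and 0.0994 in HK2 libraries. Across the 23 chromosomes, which are not independent replicates, EV and HK2 densities had r = 0.993 and rho = 0.987 (permutation p = 1e-05 for each, BH 1.5e-05 over 3 relations), and r = 0.989 without chromosomes 7 and X. Tested by chromosome, 0 of 23 differences between EV and HK2 libraries passed BH 0.05 and 3 had an unadjusted p-value below 0.05. On chromosome 16 the density was 1.38 ± 0.0903 in EV (SD, n = 3) and 1.21 ± 0.0362 in HK2 libraries (SD, n = 6). Every EV library there exceeded every HK2 library, and chance separates the groups completely, in either direction, for 2.38% of chromosomes (exact two-sided permutation p = 0.0119, the smallest that 84 splits can give, BH 0.274). Among libraries with longer fragments the difference on chromosome 16 was −0.130 (exact permutation over 10 splits, p = 0.2). The others were chromosome 4, with a difference of −0.0758 (exact permutation p = 0.0238, BH 0.274), and chromosome 15, with 0.0371 (exact permutation p = 0.0476, BH 0.365). These chromosomes were named after their values were seen. A p-value of 1e-05 is the smallest that 100000 permutations can give. Density rose with the share of a chromosome's peak regions tested against a local background more than 2% above the genome-wide one, with r = 0.893 and rho = 0.879 (permutation p = 1e-05 for each, BH 1.5e-05), and r = 0.840 without chromosomes X and 8. With protein-coding genes per Mb, r was 0.113 (permutation p = 0.602, BH 0.602) and rho 0.421 (permutation p = 0.0471, BH 0.0471), and r = 0.379 without chromosomes 19 and 17.

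**Figure D5:**
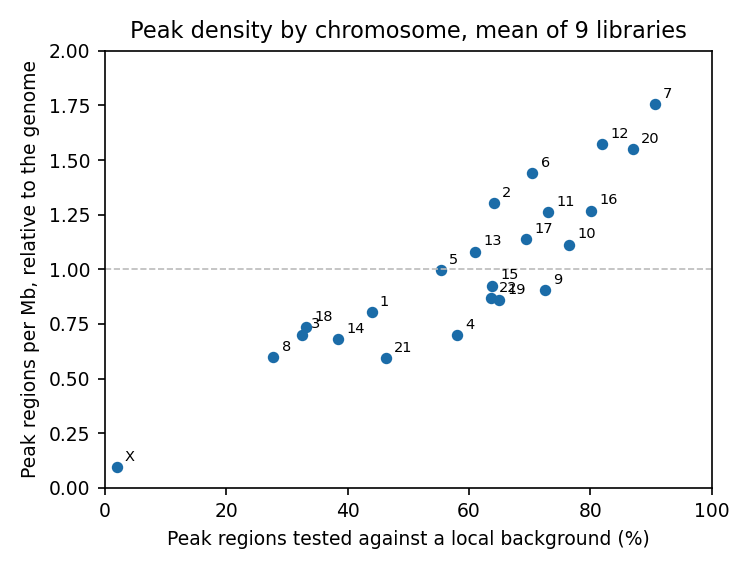
Peak regions per Mb relative to the genome (mean of 9 libraries) against the percent of a chromosome's peak regions tested against a local background, 1 point per chromosome. Chromosome X lies lowest at 0.0948 and chromosome 7 highest at 1.76.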

Values the study reported

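The study counted unique peaks shared by all 3 biological replicates of a group. It gave 6,350 such peaks for control NB4 cells, 17,530 for cells with NLS1–HK2 and 8,655 for cells with NLS2–HK2.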

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

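Alternatives were planned, except the weighted motif background, which was chosen after seeing the data. Over 36 results, 236 alternatives were computed, of which 17 could not change a value. Those were merging peaks or taking all sequences, which left the lists as they were, and exchanging labels within replicate number, which changes p alone. Of the other 219, the result kept its direction and its side of the threshold or stayed within its spread in 129, a count or share moved in 78, and a direction reversed in 12.

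The ratios of peak number kept their direction in all 35 alternatives that could change them. None passed 0.05, which the tests of 3 against 3 libraries cannot do. For both forms against EV, exact permutation p was lowest with all deposited peaks, at 0.0714. Leaving out each library gave ratios of 1.17 to 2.12 for NLS1–HK2 against EV, 1.01 to 1.23 for NLS2–HK2 against EV, 1.03 to 1.86 for NLS1–HK2 against NLS2–HK2 and 1.15 to 1.56 for both forms against EV. With labels exchanged within replicate number, exact p was 0.25, 0.75, 0.5 and 0.481 in that order, 0.722 for the Jaccard difference, 1 and 0.5 for promoter share, and 0.5 and 0.75 for the E-box. Sharing a replicate number brought no likeness, with a mean r of −0.000295 over 9 pairs with the same number and 0.000145 over 18 pairs with different numbers.

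Counts of common and gained regions moved with the threshold by construction, since fewer or more peaks entered. With a q-value below 0.01, common regions numbered 29 in EV, 44 in NLS1–HK2 and 37 in NLS2–HK2. Gained and reverse counts were 0 and 1 for both forms, 11 and 1 for NLS1–HK2, and 4 and 3 for NLS2–HK2. The shares of common regions rose to 55.2% (EV in NLS1–HK2), 58.6% (EV in NLS2–HK2), 36.4% (NLS1–HK2 in EV) and 43.2% (NLS2–HK2 in EV), and the cause was not tested. With all deposited peaks, common regions numbered 593, 1347 and 858, and gained and reverse counts were 7 and 212, 904 and 293, and 523 and 338. With 68158 regions per library, common regions fell to 137 in NLS1–HK2 and 136 in NLS2–HK2, and gained regions to 0 for both forms, 58 for NLS1–HK2 and 61 for NLS2–HK2. At 34079 regions per library, common regions numbered 60, 58 and 59. An overlap of at least 50% left 77, 154 and 97 common regions, or 72, 76 and 74 with equal numbers.

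Leaving out a library relaxed the condition to fewer libraries, which raises counts by construction. Common regions then numbered 1610 to 1992 in EV, 1949 to 7932 in NLS1–HK2 and 1804 to 2505 in NLS2–HK2, and with equal numbers 1571 to 1638, 1272 to 2119 and 1459 to 1573. Gained regions ran from 2 to 6 for both forms (reverse 45 to 1242), from 242 to 6774 for NLS1–HK2 (reverse 57 to 1426) and from 116 to 2109 for NLS2–HK2 (reverse 84 to 1620).

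Differences close to 0 changed sign, and the cause was not tested. The Jaccard difference ran from −0.0971 to 0.0195 points across the 9 libraries left out and was positive without EV replicate 2 (0.0195), NLS1–HK2 replicate 3 (0.00448) or NLS2–HK2 replicate 3 (0.00762). The promoter difference ran from −0.401 points (without NLS1–HK2 replicate 3) to 0.698 for NLS1–HK2 and from 0.128 to 0.306 for NLS2–HK2. The E-box difference reversed for NLS1–HK2 to −0.0185 with windows matched on promoters, −0.0863 with a q-value below 0.01 and −0.00798 without EV replicate 2. For NLS2–HK2 it was −0.00463, −0.0476 and −0.0143 under these settings, and −0.000407 with 50 bp either side. Leaving out each library gave −0.00798 to 0.0675 and −0.0143 to 0.0573. The mean ratio of the control hexamers was 0.988, below 1, whereas that of CACGTG was 1.03. The weighted background left the differences at 0.0265 and 0.0184.

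No gene list passed the threshold under any of 3 alternatives, where 0 or 1 of 15 tests had an unadjusted p-value below 0.05. With a q-value below 0.01, no listed gene had a common region at its promoter, and only 2 or 3 other genes per group did. That setting could therefore decide little. With all deposited peaks, HK2 coding exons under peaks changed beyond 1.5 times in 1 library, EV replicate 2, from 0 to 1. At 10 to 13 reads per summit, a region missing from a replicate may have been below detection, and the 593 common regions of EV among all deposited peaks, against 152, show how far the count depends on the threshold.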

Other observations

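The tests of depth and fragment length were chosen only after the result was seen, and the readings of the tests with equal numbers of regions, regrouped libraries and control hexamers by mean ratio, though these were planned, were set only after it. The tests of G+C, repeated sequence, chromosomes and motif position were added after the data were examined, each before its own value was computed.

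The regions common to 3 replicates numbered 152 in EV, 357 in NLS1–HK2 and 207 in NLS2–HK2. These are lower than those quoted from the study above. The rules behind the counts of the study were not recovered from the deposited lists.

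NLS1–HK2 replicate 3 held the most peak regions. Its depth argues against a deeper library as the cause, since it ranked 7 of 9 by estimated reads. Fragment length alone is also an unlikely cause, as the other library with 150-bp fragments held 102732 regions and NLS1–HK2 replicate 3 had 2.08 times as many. A G+C bias of the library is a candidate explanation. Its regions were 0.160 times the median of the other 8 in the lowest G+C tertile and 3.96 times in the highest, so the excess lay in G+C-rich sequence. The G+C around its summits had been seen when this test was chosen. Binding of NLS1–HK2 to G+C-rich sequence in this replicate was not tested and stays open, although the other NLS1–HK2 replicates had 54 and 71.4% of their regions in the highest tertile, against 92.9%.

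The number of peak regions in HK2 against EV libraries cannot be told apart from fragment length. That length is the one used in peak calling, so a difference in calling and one in the libraries cannot be separated. Among libraries with longer fragments the ratio of HK2 to EV was 1.00, but only 2 HK2 libraries were in that class and no EV library was in the other. An effect of nuclear HK2 on the number of sites remains possible and untested beyond this.

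The higher number of common regions in HK2 groups could follow from the number of regions called per library. With equal numbers, the ratio to EV was 0.993 for NLS1–HK2 and 0.986 for NLS2–HK2. The EV and NLS2–HK2 groups were also ordinary among regroupings. Of the 84 triples of libraries, 66 held as many common regions as EV, 21 as many as NLS1–HK2 and 40 as many as NLS2–HK2. All of those 21 included NLS1–HK2 replicate 3, and the highest triple without it had 305, so the NLS1–HK2 ranking reflects that library. With equal numbers of regions, 37, 40 and 44 of the 84 triples held as many as EV, NLS1–HK2 and NLS2–HK2. For regions gained in both HK2 forms, 25 of the 84 splits of the 9 libraries gave as many. For each form alone, the larger of the gained and reverse counts was taken in every split of the 6 libraries. For NLS1–HK2, 8 of the 10 splits reached the observed number in this way, and for NLS2–HK2 5 of the 10 did. With 10 splits the share cannot go below 0.1, so these last tests leave chance open. Binding by HK2 that the depth of these libraries cannot show also stays open.

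Regions called in all 9 libraries, EV included, may reflect sequence present in several copies. Over 50% of the 31-mers were repeated in the reference for 65.4% of them, against 11.7% of sampled regions called in 1 library. The share was 26.3% for regions common to EV, 18.5% for NLS1–HK2 and 20.3% for NLS2–HK2. Binding of the cells' own HK2 at these places was not tested.

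Peaks on HK2 coding exons in NLS2–HK2 replicate 1 may come from reads from an intronless HK2 copy, such as the vector. If so, HK2 was to have the most coding exons under peaks of any gene. It did not, as 4 genes had at least as many, HK2 included, and the highest number was 7. By the summed −log10 p of peaks on coding exons, a measure chosen after the count was seen, HK2 ranked 1 of 2713 genes in that library and 877 or lower in the other libraries with such a peak. In NLS2–HK2 replicate 1 the rank by summed −log10 p went with an intronless copy, whereas the count of exons did not. An intronless copy in the other 5 HK2 libraries was not visible in their peaks, and the explanation was neither excluded nor shown by these values. Carry-over of plasmid or amplified DNA and binding at HK2 exons stay open, as untested.

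Peak density per chromosome may follow the copy number of chromosomes in NB4 cells. Unsequenced gaps, which were counted in the chromosome lengths, also lower the density and were not corrected for. Density rose with the share of peak regions on a raised local background (rho = 0.879). That share is a stand-in for copy number and would also rise if peaks gathered in clusters. Gene density is not excluded, with rho = 0.421 and an r of 0.113. Whether EV and HK2 cells differed in the copy number of a chromosome, such as 16, was not tested.

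The excess of peak regions at promoters over random windows outside peaks could follow from G+C content. Against random windows of the same G+C the mean ratio was 1.02, with libraries from 0.964 to 1.07. Binding specific to promoters would have raised this ratio above 1, and its mean over all libraries differed from 1 by less than the spread between libraries (SD 0.0327, n = 9). The groups were not alike, however. Every NLS2–HK2 library was above 1 and above every EV library, at 1.07, 1.04 and 1.04 against 1.00, 1.01 and 0.980. NLS1–HK2 libraries were at 1.04, 0.964 and 0.999. This group difference was not tested, so a small promoter excess in NLS2–HK2 beyond G+C stays open. Binding to G+C-rich sequence wherever it lies was not tested and stays open.

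The slight excess of CACGTG over matched windows could be one of hexamers of this base composition in general, but the controls do not decide it. CACGTG ranked 4 of 8 by mean ratio, with 3 control hexamers higher. The other 4 were below 1, and the mean of the 7 was 0.988 ± 0.138 (SD over hexamers). An excess was thus not shared by all such hexamers, and that of CACGTG lay within the spread between them. CACGTG was also nearer to summits than in random windows, at 1.1 times in the mean of 9 libraries, but so were the 7 control hexamers, at 1.1 times, and CACGTG ranked 6 of 8. Binding through E-box factors at a small number of sites would not be seen in these averages and remains untested.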
